A study of Mus musculus with 4 samples.

How the data were processed

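Droplet single-cell RNA sequencing (10x Chromium 3' chemistry, version 3 per the labels) was measured in dissociated mouse testis. There were 4 libraries, 2 from mice on a high-fat diet (HFD) and 2 from mice on a normal diet (ND). The labels give no batch, date, litter or animal number, and they do not state that each library came from a separate mouse. The library was the unit of replication throughout.

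For each library, the deposited matrix holds raw UMI counts per gene and cell barcode, without normalisation per the file headers and the values. The matrix header names software version 3.0.2 in the 10x layout. The aligner, genome build and annotation are not stated by the authors. All 55450 gene identifiers and symbols in the files matched GENCODE M21 (GRCm38), although the order differed, and coordinates are given on that build. A deposited dense table of counts per library had the same barcodes. In the HFD libraries 1387 and 1387 compared gene lines equalled the matrix, and in the ND libraries 1120 and 382 did. The ND tables ended in the middle of a line, after 44794 and 15252 complete genes, so the dense tables were not used here beyond that comparison.

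Barcodes with at least 200 genes and at most 20% mitochondrial UMIs were kept, which left out 18, 13, 42 and 37 barcodes in HFD 1, HFD 2, ND 1 and ND 2. Scrublet, as implemented in scanpy 1.11.5 with an expected doublet rate of 0.1, called 449, 890, 819 and 813 doublets in the same order, and these were left out. Counts were scaled to equal totals per cell and log-transformed. The 4 libraries were clustered together without batch correction, on 2000 variable genes, 30 principal components and 15 neighbours, with Leiden clustering at resolution 1 (igraph 0.11.9, anndata 0.12.19, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, Python 3.11.15). A cluster with high marker scores (at least 2) for more than 1 class was clustered again on 1000 genes and 15 principal components at resolution 0.5. Clusters were named from fixed marker lists, and each class is therefore called by the likeness of its markers. Clusters stayed unnamed where their depth was low and none of their top 10 genes was a marker of the class, or where more of those genes were markers of another class. Differences of a gene's change between a pair of classes were tested as an interaction in 1 edgeR fit of both classes, which treats the sums of a library as independent.

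Group comparisons used UMI counts summed per library, over all kept cells for the whole testis and per class otherwise. Classes needed at least 50 cells in every library, which left out spermatogonia-like cells. Genes were tested with edgeR 4.0.16 (filterByExpr, TMM factors, quasi-likelihood test) in R 4.3.3, with Benjamini-Hochberg adjustment within each compartment and a threshold of 0.05. Numbers of cells per class were tested with the same quasi-likelihood test, with all kept cells as the library size and adjustment over the 10 classes. Changes are log2 ratios of HFD over ND. Their standard error (SE) is the size of the ratio divided by the square root of the F statistic. For shares this SE can be too small. The macrophage-like ratio of -0.272 had an SE of 0.077 but an unadjusted p of 0.07 (edgeR quasi-likelihood test). Levels compared between the diets are in CPM, counts scaled to the total of the tested genes times the TMM factor. Mean levels per class, fold differences between classes and the Leydig marker levels needed or found use CPM scaled to the plain total of the class. Shares of single libraries carry exact Clopper-Pearson 95% intervals. These intervals cover counting error only. Medians per cell were compared by two-sided exact permutation tests, whose smallest possible p with 2 libraries per diet is 0.3333.

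The 8 gene lists fixed in advance were steroidogenesis, Sertoli junctions, antioxidant response, inflammation, lipid uptake, storage and oxidation, cholesterol and fatty acid synthesis, apoptosis, and unfolded protein response. Each list with at least 5 tested genes in a compartment was tested with camera in limma 3.58.1, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over all 66 tests. A ninth list, of interferon-induced genes, was written after interferon-induced genes had appeared among the called genes, and it is given only among the other observations.

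The genes to be named were set by a rule. In the whole testis up to 5 genes, and in each class up to 2 genes, were named in each direction. They needed an adjusted p under 0.05, both HFD libraries on the same side of both ND libraries and a mean of at least 20 CPM, and they were ranked by the size of the log2 change. Genes of a fixed list that passed over the list alone were eligible too. Of these, 1 result is not reported here. The grouping, tests, lists, markers, naming rule and most alternatives were chosen before the data were examined.

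The alternatives covered the mitochondrial limit (10%), doublets kept, Leiden resolution 0.5 and 2, centring of libraries before clustering, denominators and TMM factors for cell counts, and a replicate block. They also covered DESeq2 1.42.0, RLE size factors, other low-count filters, thinning of summed counts, genes possibly from free RNA left out (over 10 times higher in another class), classes weighted equally, and fry or an estimated correlation for the lists. Each library was left out in turn. Chosen after seeing the data were a common UMI floor, clustering without called genes, and shares without unnamed cells. Added with the first fits were a test of changes beyond 1.5-fold (glmTreat), limma on log2(CPM + 1), and a fit with cluster makeup held fixed. The fits with equal class weights and with fixed makeup used limma on log2(CPM + 1) in place of edgeR.

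The gene, list and share tests were tested on simulated data with 4 libraries. In the whole testis, edgeR recovered 169 of 200 genes changed by 1 on the log2 scale (84.5%), with 6.6% of its calls false. DESeq2 recovered 71.5% with 6.5% false, and limma 85.0% with 8.1% false. At the depth of the Leydig-like cells, edgeR recovered 63.0% with 4.5% false, and DESeq2 recovered 29.0%. A list shifted by 0.70 was called by camera at both depths. With an estimated correlation it was called in the whole testis and missed at the Leydig-like depth, and fry called it at both depths with 2 false lists in the whole testis. A class with a share changed by -0.585 on the log2 scale was called in 95.5% of 200 draws, which held counting noise and no variation between libraries.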

Results

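The data were single-cell transcriptomes of mouse testis, from 2 libraries of mice on a high-fat diet (HFD) and 2 of mice on a normal diet (ND). The series asks how the cell types of the testis differ between the diets. HFD 1 held 13561 barcodes and 154221188 UMIs, and HFD 2 held 14368 barcodes and 149665345 UMIs. ND 1 held 15290 barcodes and 143748262 UMIs, and ND 2 held 14618 barcodes and 145815632 UMIs. The smallest barcode had 1638, 1468, 1141 and 1171 UMIs in HFD 1, HFD 2, ND 1 and ND 2. After filtering, 13094, 13465, 14429 and 13768 cells remained in the same order.

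The median number of UMIs per cell was 5848 ± 45.6 (SD, n = 2 libraries) in HFD and 5744 ± 315 in ND, and the exact permutation p was 1.0. The median number of genes per cell was 2446 ± 2.12 in HFD and 2347 ± 71.1 in ND, with an exact permutation p of 0.3333. The median mitochondrial share was 0.407% ± 0.0293 in HFD and 0.352% ± 0.00136 in ND, with an exact permutation p of 0.3333. That p is the smallest that 2 libraries per diet allow. The UMI difference depended most on the cells compared: within pachytene-like and later spermatocytes the HFD median was 2588 UMIs higher. That class joins clusters with medians of 3245 to 32248 UMIs, so its median also follows their mix.

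Clustering gave 10 named classes. The largest cluster of the pachytene-like class, with 5305 cells, had 0 class markers among its top 10 genes. Its marker score of 0.64 was below the 0.71 of unnamed clusters nearest the same class. Unnamed cells made up 24.5% of the cells in HFD 1, 19.3% in HFD 2, 18.7% in ND 1 and 20.1% in ND 2. The share of Leydig-like cells was 1.96% ± 0.126 (SD, n = 2) in HFD and 2.92% ± 0.137 in ND. By library it was 1.87% (95% interval 1.65 to 2.12) and 2.05% (1.82 to 2.30) in HFD, and 2.82% (2.56 to 3.10) and 3.01% (2.74 to 3.31) in ND. The log2 ratio was -0.57 (SE 0.070; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0029; lower in 2 of 2 HFD libraries). Clustered without the genes called between the diets, the ratio was -0.40, and at Leiden resolution 2 it was -0.35 and no longer past the threshold. As a share of somatic cells, the alternative that moved it most, it was -0.27. The exact permutation test of shares gave 0.3333 at best and so called 0 of 10 classes, against 4 called by edgeR.

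Round-spermatid-like cells made up 22.6% ± 0.208 (SD, n = 2) in HFD and 27.6% ± 0.066 in ND, a log2 ratio of -0.28 (SE 0.034; edgeR, Benjamini-Hochberg adjusted p 0.0029; lower in 2 of 2 HFD libraries). Pachytene-like and later spermatocytes made up 26.7% ± 2.94 in HFD and 20.9% ± 0.390 in ND, a log2 ratio of 0.35 (SE 0.082; edgeR, adjusted p 0.0291 by Benjamini-Hochberg; higher in 2 of 2 HFD libraries). Without ND 2 that ratio was 0.33 with an edgeR adjusted p of 0.0503, and with a common UMI floor it was 0.18. Sertoli-like cells made up 2.25% ± 0.014 in HFD and 2.58% ± 0.095 in ND, a log2 ratio of -0.20 (SE 0.053; edgeR, Benjamini-Hochberg adjusted p 0.037; lower in 2 of 2 HFD libraries). Their ratio was -0.19, -0.21, -0.16 and -0.24 when HFD 1, HFD 2, ND 1 and ND 2 were left out in turn, in no case past the threshold. As a share of somatic cells it was 0.11 on the log2 scale.

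The other 6 classes were not called by edgeR, although with a common UMI floor fibroblast-like cells were called higher (0.48) and elongating-spermatid-like cells lower (-0.28). That floor removed no cell of HFD 1 and took mostly unnamed cells from the ND libraries, so all shares under it shifted. Elongating-spermatid-like cells made up 17.1% ± 0.136 in HFD and 18.6% ± 0.887 in ND, and early-spermatocyte-like cells 5.05% ± 0.774 and 5.38% ± 0.284. Macrophage-like cells made up 0.614% ± 0.017 and 0.742% ± 0.020, fibroblast-like cells 0.791% ± 0.069 and 0.816% ± 0.003, lymphocyte-like cells 0.595% ± 0.022 and 0.617% ± 0.020, and spermatogonia-like cells 0.373% ± 0.009 and 0.428% ± 0.061.

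**Figure D1:**
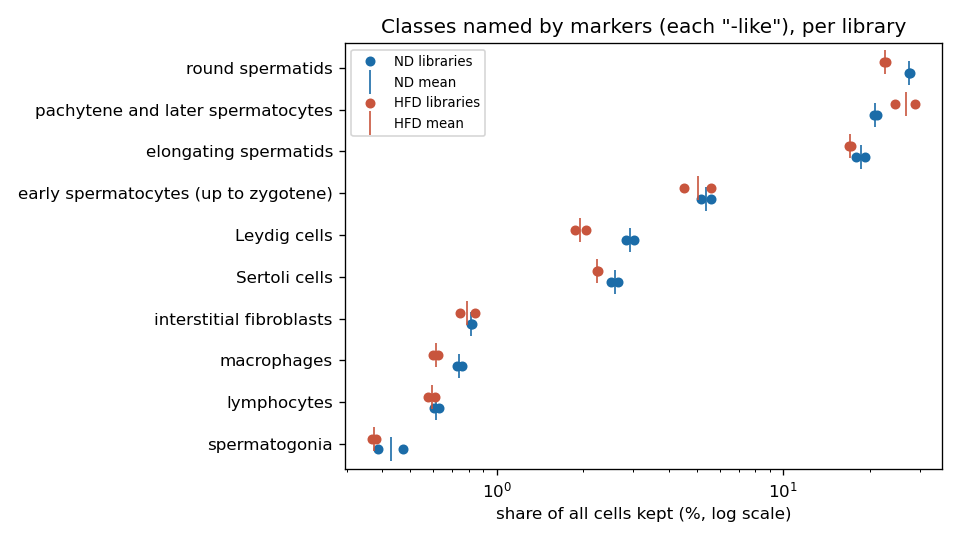
Share of each named class among the kept cells (horizontal axis, %, log scale; classes on the vertical axis), with 1 point per library and a tick at the mean of each diet. The 2 HFD libraries lie below the 2 ND libraries for Leydig-like cells, with means of 1.96% and 2.92%.

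In the whole testis, 25461 genes were tested and edgeR called 8754, of which 3919 were higher and 4835 lower in HFD. The alternative that moved this count most weighted the tested classes equally in every library and used limma on log2(CPM + 1). It left 13 genes called. It differs from the main fit in the test and in the cells covered as well as in the weights. Changes beyond 1.5-fold were called for 82 genes, of which 11 were higher and 71 lower, and without HFD 2 the count was 4846.

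The protein-coding gene Ptpn2 (ENSMUSG00000024539, chromosome 18, 67665511 to 67724595) had 28.6 ± 0.545 CPM (SD, n = 2) in HFD and 13.8 ± 0.254 in ND. Its log2 ratio was 1.05 (SE 0.047; edgeR, Benjamini-Hochberg adjusted p 6.05e-09; higher in 2 of 2 HFD libraries). Its neighbour Psmg2 (ENSMUSG00000024537, chromosome 18, 67641599 to 67654162) had 66.5 ± 1.43 CPM in HFD and 35.1 ± 0.486 in ND, a log2 ratio of 0.92 (SE 0.042; edgeR, Benjamini-Hochberg adjusted p 6.52e-09; higher in 2 of 2). Both were also the named genes that rose in early-spermatocyte-like, pachytene-like and round-spermatid-like cells, with log2 ratios of 0.98 and 0.98, 1.00 and 1.01, and 1.06 and 0.91 for Ptpn2 and Psmg2. Outside the naming rule, edgeR also called both higher in elongating-spermatid-like (1.17 and 1.15) and Leydig-like cells (1.61 and 0.84). In the other classes where they were tested neither was called, with ratios of 0.41 to 1.71. The other 3 named genes that rose were 4930556C24Rik, 3110070M22Rik and Gm48544, with log2 ratios of 0.69, 0.60 and 0.60. None of these 3 passed the test for changes beyond 1.5-fold. Star (ENSMUSG00000031574, chromosome 8, 25806555 to 25815982) fell most among the named genes, from 35.1 ± 1.63 CPM in ND to 15.8 ± 0.434 in HFD, a log2 ratio of -1.15 (SE 0.049; edgeR, Benjamini-Hochberg adjusted p 5.19e-09; lower in 2 of 2 HFD libraries). Vcam1, Hsd3b6, Cyp17a1 and 1700121L03Rik fell too, with log2 ratios of -0.92, -0.83, -0.83 and -0.78. Star, Hsd3b6 and Cyp17a1 are markers of Leydig-like cells, whose share was lower in HFD. With the classes weighted equally, Star had a log2 ratio of -0.69 and none of the 10 named genes was called by limma.

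**Figure D2:**
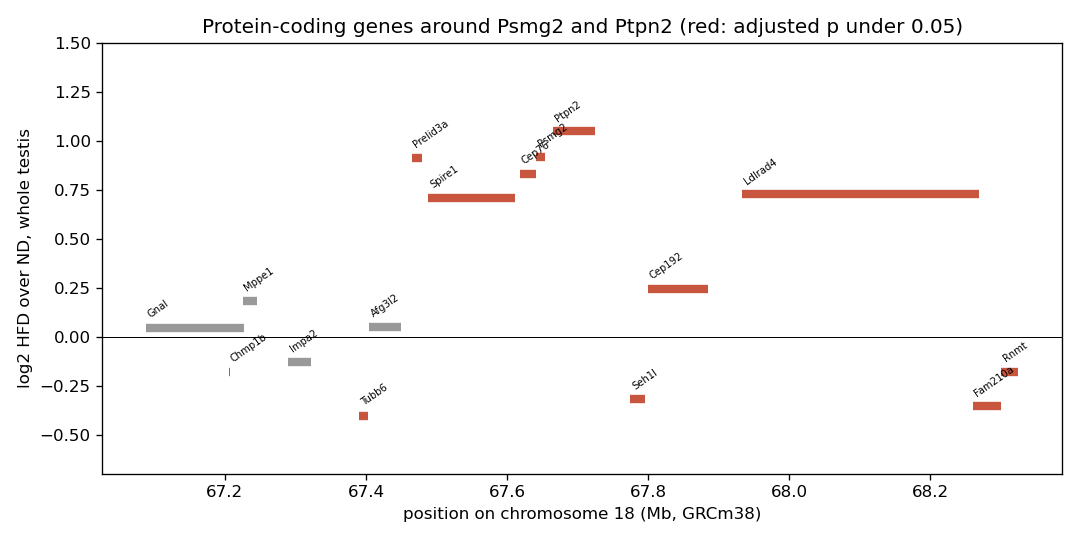
Log2 ratio of HFD over ND in the whole testis (vertical axis) for protein-coding genes by position on chromosome 18 (horizontal axis, Mb, GRCm38). Psmg2 at 0.92 and Ptpn2 at 1.05 lie beside 3 neighbours with raised ratios, Prelid3a at 0.91, Spire1 at 0.71 and Cep76 at 0.83.

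Within classes, edgeR called 1426 genes in elongating-spermatid-like cells (718 higher and 708 lower in HFD), 809 in pachytene-like and later spermatocytes (355 and 454), and 581 in Leydig-like cells (279 and 302). It called 368 in round-spermatid-like cells (181 and 187), 130 in macrophage-like cells (18 and 112), 120 in early-spermatocyte-like cells (58 and 62) and 3 in lymphocyte-like cells, all lower. In fibroblast-like cells edgeR called 0 genes, with 353 at an unadjusted p under 0.05, and DESeq2 and limma called 0, with 67 and 360 at an unadjusted p under 0.05. In Sertoli-like cells edgeR called 0 genes, with 704 at an unadjusted p under 0.05, and DESeq2 and limma called 0, with 113 and 717. At least 1 class had a call for 2637 genes. The alternative that lowered the total of 3437 calls most, the test of changes beyond 1.5-fold, gave 103. Counts in germ-cell-like classes depended on single libraries: the round-spermatid-like count was 30 without HFD 2 and 2276 without ND 1, the early-spermatocyte-like count 8 without HFD 1 and 795 without ND 1, the elongating-spermatid-like count 265 without HFD 2, and the pachytene-like count 2507 without ND 1. The Leydig-like count was 212 without HFD 1.

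In Leydig-like cells, Cyp21a1 (ENSMUSG00000024365, chromosome 17, 34801348 to 34804561) rose from 8.02 ± 1.44 CPM (SD, n = 2) in ND to 45.1 ± 1.00 in HFD, a log2 ratio of 2.48 (SE 0.246; edgeR, Benjamini-Hochberg adjusted p 3.55e-11; higher in 2 of 2 HFD libraries). Fetub rose by 1.71 on the log2 scale. Klk1b22 (ENSMUSG00000060177, chromosome 7, 44112673 to 44116922) fell from 111 ± 16.2 CPM to 6.29 ± 0.566, a log2 ratio of -4.12 (SE 0.222; edgeR, Benjamini-Hochberg adjusted p 7.53e-22; lower in 2 of 2 HFD libraries), and Klk1b16 had a ratio of -2.57. Both Klk1b genes belong to a family of neighbouring paralogs, so the assignment of UMIs to single members is uncertain.

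In macrophage-like cells, Fabp5 rose by 2.44 on the log2 scale, from 5 and 2 UMIs in ND to 19 and 19 in HFD. Its edgeR call was lost without HFD 1 (2.54), without HFD 2 (2.35) and without ND 2 (1.90). Insl3, a Leydig marker, had 52 and 9 UMIs in HFD and 4 and 4 in ND, a fitted log2 ratio of 2.93 (edgeR, Benjamini-Hochberg adjusted p 0.00209; higher in 2 of 2 HFD libraries). Of the 52 UMIs in HFD 1, 49 came from 1 cell, DESeq2 gave an adjusted p of 0.621, and the mean level of Insl3 in Leydig-like cells was 92.7 times higher. Ifit2 had 2 and 2 UMIs in HFD against 31 and 44 in ND, and Ifi213 had 0 and 1 against 12 and 16. The fitted log2 ratios were -4.10 and -4.46, and the call of Ifi213 was lost without HFD 1 (-3.52) and without ND 1 (-4.61). In lymphocyte-like cells, Ifit3 had 0 and 1 UMIs in HFD and 27 and 26 in ND, and Ifit1 had 0 and 1 against 24 and 24. Their fitted log2 ratios of -5.59 and -5.45 depend on the prior count, and neither gene was called by DESeq2, by limma or with a common UMI floor. The third gene called there, Ifi27l2a, fell outside the naming rule's 2 genes and is named after its values were seen. It fell by 2.27 on the log2 scale. A split of HFD 1 with ND 1 against the other libraries gave 39 edgeR calls in this class, and one of HFD 1 with ND 2 gave 0, with 163 genes at an unadjusted p under 0.05 and 0 DESeq2 calls.

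In early-spermatocyte-like cells, Spag4 and Zfp322a fell by 0.63 and 0.62 on the log2 scale. Spag4 was 19.0 times higher in elongating-spermatid-like cells. Without HFD 1 neither was called, at -0.56 and -0.57. In pachytene-like and later spermatocytes, Akap3 and Acrv1 fell by 0.51 and 0.49. They were 18.9 times higher in elongating-spermatid-like and 22.4 times higher in round-spermatid-like cells. In round-spermatid-like cells, 1700121L03Rik and Slc25a30 fell by 0.49 and 0.41. Slc25a30 was 5.75 times higher in Leydig-like cells. In elongating-spermatid-like cells, 4932431P20Rik and 2700049A03Rik rose by 0.51 and 0.47, and without HFD 2 the latter was not called, at 0.36. Those that rose were 9.4 and 5.84 times higher in pachytene-like and later spermatocytes, whose share was higher in HFD. Gsdma and Gm30893, an antisense gene with uncertain assignment, fell by 0.60 and 0.46 in elongating-spermatid-like cells.

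Of the 66 tests of fixed gene lists, camera called 11, all lower in HFD. The alternative that moved this count most, camera with an estimated correlation, called 0, with 2 at an unadjusted p under 0.05 and a smallest adjusted p of 0.709, and fry called 4. In the whole testis, steroidogenesis genes had a median log2 ratio of -0.54 (camera, Benjamini-Hochberg adjusted p 1.29e-08), and 13 of 14 genes were called lower when adjusted over the list alone, as over all genes. Cholesterol and fatty acid synthesis genes had a median of -0.23 (camera, Benjamini-Hochberg adjusted p 4.82e-05), and 10 of 16 were called lower when adjusted over the list alone. These are the only camera calls that held under fry. The antioxidant and lipid lists of the whole testis were called by fry and not by camera.

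In Leydig-like cells, cholesterol and fatty acid synthesis genes had a median log2 ratio of -0.42 (camera, Benjamini-Hochberg adjusted p 1e-12), with 13 of 16 genes lower when adjusted over the list alone and 10 over all genes. Steroidogenesis genes had a median of -0.15 (camera, Benjamini-Hochberg adjusted p 1.28e-06), with 7 of 14 lower when adjusted over the list alone and 6 over all genes. Without ND 1 the median was 0.016, while camera still called the list lower. Among the genes called lower, Star, Hsd3b6, Cyp17a1 and Insl3 are also markers that named the class, whereas Fdx1 (-0.40) and Hsd17b3 (-0.30) are not. Insl3 had 7688 CPM in ND 1 and 4564 in ND 2, and its log2 ratio of -0.30 became 0.12 without ND 1. Antioxidant genes had a median of -0.15 (camera, Benjamini-Hochberg adjusted p 0.0186), with 3 of 17 lower when adjusted over the list alone: Txnrd1 at -0.54, Gclc at -0.54 and Gpx3 at -2.17.

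In macrophage-like cells, inflammation genes had a median log2 ratio of -0.46 (camera, Benjamini-Hochberg adjusted p 0.000461) and unfolded protein response genes one of -0.23 (camera, Benjamini-Hochberg adjusted p 0.0118). Adjusted over the list alone, 3 of 10 inflammation genes were lower and 1 higher, and 1 of 9 unfolded protein response genes was lower, against 3 and 1 called over all genes. Sertoli junction genes had medians of -0.24 in Sertoli-like cells (camera, Benjamini-Hochberg adjusted p 0.0186) and -0.18 in early-spermatocyte-like cells (camera, Benjamini-Hochberg adjusted p 0.0249), where 5 of 9 were over 10 times higher in another class. Adjusted over the list alone, 1 of 11 and 2 of 9 of them were lower, and edgeR called none over all genes. In round-spermatid-like cells, steroidogenesis genes had a median of -0.26 (camera, Benjamini-Hochberg adjusted p 0.0186), and 11 of 12 were over 10 times higher in another class. Cholesterol and fatty acid synthesis genes there had a median of -0.10 (camera, Benjamini-Hochberg adjusted p 0.0118), and 6 of 15 were over 10 times higher in another class. Adjusted over the list alone, 3 of 12 and 2 of 15 were lower there, and none over all genes. The lipid uptake, storage and oxidation list and the apoptosis list were called by camera in no compartment, with medians of -0.33 and -0.08 in the whole testis. The test, the median and the mean differed in sign for the unfolded protein response in the whole testis and in elongating-spermatid-like cells, for apoptosis in Leydig-like cells, and for the antioxidant list in lymphocyte-like and round-spermatid-like cells.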

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

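The tests of Leydig marker levels were chosen after the result was seen, the fixed cluster makeup was added with the first fits, and the remaining test of this part was written before. No technical batch is given by the labels, and diet stays confounded with mouse and litter, so a biological difference between the diets stays open and untested beside what follows.

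Of the genes called in a pair of classes, 24 combinations of gene and pair had opposite directions, and in 20 the edgeR interaction term passed (Benjamini-Hochberg). Only the 3 combinations with genes that the naming rule covers are described. Fdx1 stood out because its change went in opposite directions in a pair of classes, both called. It fell by 0.403 on the log2 scale in Leydig-like cells and rose by 0.23 in elongating-spermatid-like cells. The difference, Leydig-like minus elongating-spermatid-like, was -0.653 (edgeR interaction term, Benjamini-Hochberg adjusted p 0.000104; lower in 2 of 2 HFD libraries in the first class and higher in 2 of 2 in the second). Mean levels were 1504 CPM in Leydig-like and 59.9 CPM in elongating-spermatid-like cells. They were 249 CPM in pachytene-like and 257 CPM in early-spermatocyte-like cells, and RNA from those classes was not weighed. A shift in the makeup of the elongating-spermatid-like clusters was argued against as the whole cause, since with cluster makeup held fixed the rise was 0.256 (limma, Benjamini-Hochberg adjusted p 0.00593). RNA from Leydig cells as the whole source was argued against too. At the lower 95% bound of the rise it would have to make up 0.381% of the RNA of these cells and bring 100.1 CPM of the 8 Leydig markers, and their summed level was 40.7 CPM in HFD, or 40.7% of the level needed. This test of marker levels replaced an earlier one afterwards. The earlier one was the median change there of 1026 other genes highest in Leydig-like cells. Its value of 0.039 went, by the wording of the prediction, with Leydig RNA. A smaller part from Leydig RNA, RNA from the spermatocyte-like classes and a change within the class stay open.

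Vcam1 stood out for the same reason, in 2 pairs of classes. It fell by 0.479 in Leydig-like and by 0.698 in elongating-spermatid-like cells and rose by 1.86 in macrophage-like cells. The difference between macrophage-like and Leydig-like cells was 2.366 (edgeR interaction term, Benjamini-Hochberg adjusted p 5.94e-05), and that between macrophage-like and elongating-spermatid-like cells was 2.586 (edgeR interaction term, Benjamini-Hochberg adjusted p 0.00182), with the direction shown in 2 of 2 HFD libraries of each class. In macrophage-like cells the UMIs were 34 and 30 in HFD, in 19 and 22 cells, and 5 and 13 in ND, in 5 and 10 cells. Mean levels were 1794 CPM in Leydig-like, 71.9 in macrophage-like and 3.64 in elongating-spermatid-like cells. Leydig RNA as the whole source of the rise in macrophage-like cells was argued against. At the lower 95% bound of the rise it would have to bring 1087 CPM of the 8 Leydig markers, and their summed level was 464 CPM in HFD, or 42.7% of the level needed. This test of marker levels also replaced an earlier one, the median change there of 20 other genes highest in Leydig-like cells. That median was 0.297 and decided nothing. A part from Leydig RNA stays open, as does a change in macrophage-like cells. For the fall in elongating-spermatid-like cells, Leydig RNA was weighed through 1026 other genes highest in Leydig-like cells. Their median change there was 0.039, with 562 higher and 464 lower. A median that near 0 over genes going both ways decided nothing, a reading that was set after the value was seen, so Leydig RNA and a change within the class cannot be told apart for this fall.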

How the results depend on the processing

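Added after seeing the data were the common UMI floor, clustering without called genes and shares without unnamed cells. Added with the first fits were the 1.5-fold test, limma and fixed cluster makeup. No cell had under 1000 UMIs and the dense tables held the same barcodes, so a minimum of 1000 UMIs and a restriction to the barcodes of the dense tables were not run. Where 1 library was left out, the lone library of a diet was assumed to vary like the others. Where a value changed, the cause was not tested unless said. Of the values that answer a comparison, 267 kept their direction and side of the threshold. For counts this meant staying within 1.5 times, and for differences in per-cell medians within the pooled SD of the main values. Another 126 moved further, 13 no longer passed, 2 passed only then and 12 reversed. The 12 reversals were all of shares, since a difference in per-cell medians that changed sign was counted as moved.

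For shares (main: 4 classes called), Leiden resolution 2 gave 2 classes, the exact permutation test 0, since its smallest p is 0.3333, and leaving out libraries 2 to 3. At resolution 2, Leydig-like cells were at -0.35 and Sertoli-like cells at -0.19, neither past the threshold. With doublets kept, early-spermatocyte-like cells reversed to 0.039 and elongating-spermatid-like cells passed the threshold at -0.13. With germ-cell and somatic denominators, fibroblast-like (0.26), lymphocyte-like (0.25), macrophage-like (0.033) and Sertoli-like cells (0.11) reversed. With TMM factors, fibroblast-like (0.047) and lymphocyte-like cells (0.039) reversed and Sertoli-like cells were at -0.11. With the common UMI floor, fibroblast-like (0.48) and lymphocyte-like cells (0.24) reversed, the former past the threshold (edgeR, Benjamini-Hochberg adjusted p 0.0478, against up to 0.997 under its other alternatives; mean 0.761% in HFD and 0.547% in ND), elongating-spermatid-like cells passed at -0.28, and pachytene-like (0.18) and Sertoli-like cells (-0.067) no longer passed. The floor left unnamed cells at 24.5% and 14.3% in HFD 1 and HFD 2, and at 6.17% and 8.24% in ND 1 and ND 2. Shares under it therefore rest on unlike totals. Without unnamed cells, fibroblast-like cells were at 0.0013 and Sertoli-like cells at -0.15. Sertoli-like cells also failed at 10% mitochondrial UMIs (-0.12) and with the replicate block (-0.20). Leaving out libraries gave -0.26 to 0.056 for early-spermatocyte-like, -0.14 to 0.043 for fibroblast-like, 0.23 to 0.46 for pachytene-like and -0.24 to -0.16 for Sertoli-like cells. The pachytene-like call was lost without ND 2 (0.33), early-spermatocyte-like cells reversed without HFD 1, and fibroblast-like cells without HFD 2.

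In the whole testis (main: 8754 genes), a mean of at least 10 CPM gave 4644, with fewer genes tested, the 1.5-fold test 82, equal class weights 13, and leaving out libraries 4846 (without HFD 2) to 8536. For genes differing between HFD and ND, each cell type counted on its own and summed (main: 3437), DESeq2 gave 1224, the 1.5-fold test 103, centred libraries 5320, and leaving out libraries 1572 (without HFD 2) to 7504 (without ND 1). Fixed makeup was run with limma in 4 germ-cell-like classes and gave 1037, against 2723 with edgeR in the same classes.

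In the order early-spermatocyte-like, elongating-spermatid-like, Leydig-like, lymphocyte-like, macrophage-like, pachytene-like and round-spermatid-like, DESeq2 called 10, 516, 109, 1, 34, 314 and 240 genes, and with doublets kept 473, 948, 1355, 10, 83, 1382 and 577 were called. The 1.5-fold test called 4, 1, 42, 49, 2 and 2 in the same classes without the lymphocyte-like. Without a low-count filter the counts were 337 (early-spermatocyte-like), 14 (fibroblast-like), 2 (pachytene-like) and 10 (round-spermatid-like). At a mean of at least 10 CPM they were 2 (fibroblast-like), 285 (pachytene-like) and 12 (Sertoli-like). Thinned counts gave 31 (early-spermatocyte-like), 349 (Leydig-like) and 43 (macrophage-like). The replicate block gave 392 (early-spermatocyte-like), 14 (lymphocyte-like), 1372 (pachytene-like), 688 (round-spermatid-like) and 12 (Sertoli-like). Its pairing rests only on library numbers: deviations of same-numbered libraries correlated across genes at 0.182 in the whole testis and at -0.1 to 0.159 in the classes. Fixed makeup gave 821 (elongating-spermatid-like), 52 (pachytene-like) and 56 (round-spermatid-like). Without possible free RNA there were 77 (early-spermatocyte-like) and 334 (pachytene-like), with fewer genes tested. Resolution 0.5 gave 3 (early-spermatocyte-like), 10 (lymphocyte-like), 1567 (pachytene-like) and 75 (round-spermatid-like), and resolution 2 gave 94 (Leydig-like). Centred libraries gave 7 (lymphocyte-like), 2778 (pachytene-like), 40 (round-spermatid-like) and 9 (Sertoli-like). The common UMI floor gave 0 with edgeR (lymphocyte-like, with 126 at an unadjusted p under 0.05, DESeq2 not run there) and 1 (Sertoli-like), limma 1 (lymphocyte-like), and 10% mitochondrial UMIs 10 (Sertoli-like).

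Leaving out libraries gave 8 to 795 early-spermatocyte-like, 265 to 1448 elongating-spermatid-like, 3 to 52 fibroblast-like, 212 to 545 Leydig-like, 6 to 33 lymphocyte-like, 66 to 140 macrophage-like, 576 to 2507 pachytene-like, 30 to 2276 round-spermatid-like and 3 to 31 Sertoli-like calls. Lowest were early-spermatocyte-like, Leydig-like, macrophage-like, pachytene-like and Sertoli-like counts without HFD 1, and the others without HFD 2. Highest were fibroblast-like counts without HFD 1, Leydig-like without HFD 2, lymphocyte-like and Sertoli-like without ND 2, and the others without ND 1.

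The share of calls higher in HFD moved by over 10 points with some tests, scalings and centrings. In the whole testis it was 44.8%, and 0% of the 13 calls with equal class weights and 13.4% of the 82 in the 1.5-fold test. For elongating-spermatid-like cells it was 50.4%, and 88.2% with fixed makeup, 80.3% with limma and 39.3% with DESeq2. For pachytene-like cells it was 43.9%, and 75.1% without possible free RNA, 71.2% with fixed makeup, 27.5% with limma and 28.3% with centred libraries. For round-spermatid-like cells it was 49.2%, and 83.9% with fixed makeup, 75.5% with limma, 75% with centred libraries and 35.8% with DESeq2. For early-spermatocyte-like cells it was 48.3%, and 67.5% without possible free RNA, 31.6% with limma and 37% with fixed makeup. For Leydig-like cells it was 48%, and 62.2% with centred libraries and 14.3% of the 42 calls in the 1.5-fold test. Other resolutions, filters, doublets kept and leaving out libraries also moved it that far in some classes. RLE factors moved none by that much.

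Of list tests (main: 11 called), fry called 4, camera with an estimated correlation 0, with 2 at an unadjusted p under 0.05, and leaving out libraries 9 (without HFD 1) to 20 (without ND 1). Insl3 in Leydig-like cells ranged from -0.63 to 0.12 when libraries were left out, reversing without ND 1.

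The HFD minus ND difference in median UMIs was 580 in Leydig-like, 755 in Sertoli-like, 1411 in early-spermatocyte-like, 501 in elongating-spermatid-like, 437 in fibroblast-like, 488 in lymphocyte-like, 602.5 in macrophage-like, 2588 in pachytene-like, 494 in round-spermatid-like and 506 in spermatogonia-like cells. For genes it was 199, 305.5, 176, 179, 247.5, 246.5, 334, 467 and 254 in the same order without round-spermatid-like cells, and 6 in all cells thinned to 2000 UMIs, where shallower cells were left out. For the mitochondrial share it was 0.125 points in thinned cells, -0.364 in Leydig-like, -0.0515 in early-spermatocyte-like, -0.00035 in elongating-spermatid-like, -0.633 in fibroblast-like, -0.0603 in lymphocyte-like, -0.0244 in macrophage-like, -0.0158 in pachytene-like, 0.00934 in round-spermatid-like and -0.231 in spermatogonia-like cells. Depth may limit the classes with the fewest UMIs, as lymphocyte-like sums held 251139 to 303007 UMIs per library and Leydig-like sums 1539878 to 2251221. Depth alone did not set the number of edgeR calls. Macrophage-like sums of 263057 to 309313 UMIs gave 130 calls, against 3 in lymphocyte-like cells. Sertoli-like sums of 1469905 to 1726971 UMIs gave 0, against 581 in Leydig-like cells. Among the genes named by the naming rule, 604 of 654 values stayed on the same side of the threshold and 50 did not pass it, with none reversed. Among the list genes followed in Leydig-like cells, 285 of 357 values stayed on the same side and 64 did not pass. A further 7 passed only then, and 1 reversed, without ND 1. Over both sets, DESeq2 gave no adjusted p for 6.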

Other observations

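The common UMI floor, clustering without the called genes, the other splits of the libraries, the neighbouring runs, the neighbours outside them, the interferon list, the count of Insl3 UMIs per cell, and for Insl3 the genes Agt, Ptgds and Gstm1 and the tally of 20 further genes were chosen after the result or the data had been seen. The predictions for the other tests of this part were written before.

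The lower share of Leydig-like cells in HFD had 2 technical explanations tested. Cells lost below a UMI floor that differs between libraries would leave no difference under a common floor, and the log2 ratio was -0.7638 there. The size of that ratio also follows the cells removed, as HFD 1 lost no cell. Unnamed cells were left at 24.5% in HFD 1 and 14.3% in HFD 2, against 6.17% in ND 1 and 8.24% in ND 2. Without unnamed cells and without the floor, the ratio was -0.5269. Class boundaries drawn with genes that differ between the diets would leave no difference when clustering leaves those genes out, and the ratio was -0.398 there. Both are argued against as the whole cause. A difference in dissociation between the libraries was not tested, and diet stays confounded with mouse and preparation, so a biological cause remains a hypothesis.

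The fall of steroidogenesis genes over the whole testis might come from fewer Leydig-like cells alone. Against that, 7 of 14 genes of the list were called lower within Leydig-like cells over the list alone, of which 4 are also markers that named the class. The number of Leydig-like cells remains part of the open explanation, since 13 genes fell in the whole testis.

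The many calls in the whole testis may follow the makeup of the libraries. With an offset for cluster makeup, 372 genes were called and 344 of the 8754 calls stayed with the same sign, or 3.9%. The change computed from makeup alone and the observed change correlated across called genes with a Spearman rho of 0.872, with the same sign for 99%. Genes are not independent replicates, and the clusters were drawn on the same data. Of the 3 splits of the 4 libraries into pairs, 1, the real one, gave as many genes. HFD 1 with ND 1 against the others gave 0 edgeR calls, with 194 genes at an unadjusted p under 0.05, and HFD 1 with ND 2 gave 0, with 120. DESeq2 called 0 in both, with 43 and 8 at an unadjusted p under 0.05. Chance still cannot be excluded with so few splits. In lymphocyte-like cells, where the real split gave 3 edgeR calls, HFD 1 with ND 1 gave 39 (DESeq2 2). HFD 1 with ND 2 gave 0 edgeR calls there, with 163 genes at an unadjusted p under 0.05, and DESeq2 called 0, with 20. All 3 genes of the real split were called with the same sign without each library in turn, with the replicate block, beyond 1.5-fold, with doublets kept and at both other Leiden resolutions. DESeq2 and limma called 1 of them each, and under the common UMI floor edgeR called 0 genes, with 126 at an unadjusted p under 0.05.

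The 2 libraries of a diet could come from 1 cell suspension. In 10 of 18 combinations of class and diet they differed more than every one of 20 random splits of their pooled cells. Handling after a shared suspension would also produce such differences, so separate mice and a shared suspension cannot be told apart, and the spread between libraries may understate that between mice.

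Psmg2 and Ptpn2 had HFD levels about double those of ND in several classes. A candidate explanation is a difference in copy number or sequence between the mice at that place on chromosome 18. The planned test counted 0 other genes inside the segment of the pair, but the segment held no other tested gene, so it decided nothing. Runs were counted over tested protein-coding genes with a mean of at least 1 CPM in the whole testis, each called by edgeR and shifted the same way by over 0.5 on the log2 scale. Those of at least 5 genes in a row numbered 2 in the genome. One ran from Prelid3a to Ptpn2 (chromosome 18, 67464866 to 67724595, higher in HFD), and the other over paralogs from Klk1b27 to Klk1b24 (chromosome 7, 44052290 to 44192455, lower in HFD). The first run spans the pseudogene Gm17669 (0.25, not called), which that filter leaves out. Outside it the neighbours were mixed, with Ldlrad4 at 0.73, Cep192 at 0.24, Seh1l at -0.32 and Tubb6 at -0.41, all called by edgeR. A local genetic difference and a regulatory one cannot be told apart, because each diet is confounded with its mice.

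Interferon-induced genes were lower in HFD in lymphocyte-like and macrophage-like cells. A candidate explanation is an interferon response in the ND libraries, or a lower one in HFD, that reaches most somatic cells. The test list held 26 genes and was written after such genes were seen among the calls, so the values of the lymphocyte-like, macrophage-like and Leydig-like cells and the whole testis, where Ifit1 and Ifit3 were called by edgeR, are not independent evidence. That leaves the fibroblast-like and Sertoli-like classes, too few to decide whether most somatic cells are reached. The condition that enough classes hold no called genes was added after the values were seen. By the first wording of the prediction, the result would have gone with the explanation. The list was lower in 5 of 5 somatic classes (camera, Benjamini-Hochberg over 10 compartments). The median log2 ratio was -1.46 in Leydig-like, -2.13 in macrophage-like, -2.07 in lymphocyte-like, -1.17 in fibroblast-like and -0.54 in Sertoli-like cells, where fry gave 0.0504, and -1.02 in the whole testis. In the germ-cell-like classes camera called none of 4, with medians of -0.08 (early-spermatocyte-like), 0.15 (elongating-spermatid-like), -0.06 (pachytene-like) and -0.01 (round-spermatid-like). An infection or housing difference between the cages would give the same picture and was not tested.

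Insl3 was higher in HFD in macrophage-like cells. Leydig RNA would raise other Leydig markers too. Only 2 others were tested there, with a median log2 change of 1.204, which is too few to decide. Among other genes high in Leydig-like cells, looked at after their values were seen, Agt (2.29), Ptgds (1.51) and Gstm1 (1.20) were called higher there too (edgeR). Of 20 further tested genes highest in Leydig-like cells and there over 10 times above macrophage-like cells, those already looked at left out, 16 were higher and 4 lower, with a median of 0.30 and 1 called higher. A single cell held 49 of the 52 UMIs in HFD 1, so 1 mixed droplet is a candidate source, and Leydig RNA and expression in macrophage-like cells cannot be told apart.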
